# Sarsaparilla (*Smilax Glabra* Rhizome) Extract Inhibits Migration and Invasion of Cancer Cells by Suppressing TGF-β1 Pathway

**DOI:** 10.1371/journal.pone.0118287

**Published:** 2015-03-05

**Authors:** Tiantian She, Chuanke Zhao, Junnan Feng, Lixin Wang, Like Qu, Ke Fang, Shaoqing Cai, Chengchao Shou

## Abstract

Sarsaparilla, also known as *Smilax Glabra* Rhizome (SGR), was shown to modulate immunity, protect against liver injury, lower blood glucose and suppress cancer. However, its effects on cancer cell adhesion, migration and invasion were unclear. In the present study, we found that the supernatant of water-soluble extract from SGR (SW) could promote adhesion, inhibit migration and invasion of HepG2, MDA-MB-231 and T24 cells *in vitro*, as well as suppress metastasis of MDA-MB-231 cells *in vivo*. Results of F-actin and vinculin dual staining showed the enhanced focal adhesion in SW-treated cells. Microarray analysis indicated a repression of TGF-β1 signaling by SW treatment, which was verified by real-time RT-PCR of TGF-β1-related genes and immunoblotting of TGFBR1 protein. SW was also shown to antagonize TGF-β1-promoted cell migration. Collectively, our study revealed a new antitumor function of Sarsaparilla in counteracting invasiveness of a subset of cancer cells by inhibiting TGF-β1 signaling.

## Introduction

Sarsaparilla, also known as *Smilax Glabra* Rhizome (SGR), is a natural dietary supplement widely used in food-making and health care, based on its capability in detoxicating, clearing heat and relieving dampness [1,2]. Some SGR-containing beverages, foods and dietary supplements are purchasable in Southeast Asia and Northern America. Patients with dermatitis, syphilis or gouty arthritis in Southeast Asia have benefited from the treatment of SGR-containing herbal mixtures for a long history [3,4]. Currently there are also growing scientific evidences reporting its therapeutical potential for the treatment of rheumatoid arthritis [5], inflammation [6], liver injury [1], hyperinsulinemia [7] and cancer [8].

The functions of SGR are mainly divided into four aspects, namely immunomodulatory, hepato-protective, tumoricidal and others. On the immunomodulatory aspect, the aqueous extract from SGR exerts a marked inhibition on picryl chloride (PCl)- or sheep red blood cells (SRBC)-induced delayed-type hypersensitivity (DTH) [6,9]. SGR primarily acts on cellular immune response (CIR), the effector phase of DTH rather than humoral immune response (HIR), thus conferring SGR a superior advantage to other immunosuppressors in treating CIR-mediated inflammatory diseases like hepatitis and rheumatoid arthritis [6,9]. Astilbin, one of bioactive compounds isolated from SGR, can alter the *in vivo* cytokine profiles of lymphocytes and suppress the migration of activated T cells, thus relieving contact hypersensitivity and DTH [10,11]. On the hepato-protective aspect, Astilbin facilitates the apoptosis of the liver-infiltrating T lymphocytes and inhibits the cell-matrix adhesion of splenocytes to minimize liver damage [12,13]. Furthermore, it could improve the liver function by reversing transaminase elevation, lowering TNF-α production and reducing the hepatotoxicity of nonparenchymal cells [12,14]. Taxifolin, another compound isolated from SGR, was found to change lipid metabolism to relieve liver burden [15,16]. The function of SGR also extends to other biological functions, including repressing helicobacter pylori activity [17], lowering the blood glucose [2] and reducing activity of HIV-1 integrase [18]. All these findings point to the multifunctional potential of SGR.

On the anticancer aspect, oral intake of a herbal formula containing SGR was found to extend pain-relieving sustained time, improve patients' quality of life and prolong long-term survival of patients with hepatic carcinoma [19]. Another SGR-containing injection was discovered to decrease tumor growth at relative high doses in mice models [20]. Extracts from SGR were found to promote apoptosis in human colorectal cancer HT-29, human hepatic cancer HepG2 and HepG3 cells [8,21]. There are also several hints indicating the possible roles of SGR in controlling cell adhesion and migration. Astilbin can suppress the adhesion of splenocytes to extracellular matrix in liver-injured mice models [14], and block intercellular adhesion between human Jurkat T cells and ECV-304 cells [13]. In addition, 5-O-caffeoylshikimic acid, taxifolin and astilbin from SGR inhibited the migration and adhesion of macrophages [22]. Nonetheless, the direct role of SGR extract on cancer cell invasiveness is unclear and the mechanistic basis is lacking. In the present study, we evaluated the effects of the supernatant of water-soluble extract of SGR (SW) on the adhesion, migration and invasion of three cancer cell lines, and explored the possible mechanism.

## Materials and Methods

### Ethics Statement

Animal study was approved by the Biomedical Ethical Committee of Peking University Cancer Hospital & Institute and performed along established institutional animal welfare guidelines concordant with the US guidelines (NIH Publication #85–23, revised in 1985).

### Materials

Matrigel was purchased from BD Biosciences (San Jose, CA). Antibodies to vinculin and TGFBRI were purchased from Sigma-Aldrich (St. Louis, MO) and Bioworld (Beijing, China) respectively. TGF-β1 was from Sigma-Aldrich.

### Preparation of SGR extract

SGR were obtained from Ben Cao Fang Yuan Pharmaceutical Co. (Beijing, China). The procedures for preparation of the supernatant of water-soluble extract from SGR (SW) were described previously [23]. The yield percentage for SW was 7.27% (g/g). The solvent for preparation of SW (stock solution) was 3% DMSO in PBS, and the DMSO in working solution of SW was lower than 0.15% (v/v).

### Cell culture

HepG2, MDA-MB-231 and T24 cells were obtained from ATCC (Rockville, MD) and cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS) plus 100 U/ml penicillin and 100 μg/ml streptomycin. All reagents for culture were obtained from Invitrogen (Carlsbad, CA).

### Cell adhesion assay

Cells were seeded in 6-cm dishes and cultured with RPMI 1640 containing 10% fetal bovine serum (FBS). Matrigel was 1:100 diluted with serum-free RPMI 1640 medium and added into 96-well plate to allow to coat overnight at 4°C. Next day, cells were trypsinized and collected in serum-free medium supplemented with indicated doses of SW. After drug pre-treatment for 15 min (for T24 cells) or 30 min (for MDA-MB-231 and HepG2 cells), cell suspension was then supplemented with 0.5% FBS before being seeded into matrigel pre-coated 96-well plates at the density of 2×10^4^ per well and allowed to adhere for 2 h. After removing non-adherent cells by PBS, adherent cells were photographed with the CloneSelect Imager system (Molecular Devices, Sunnyvale, CA). Nine microscopic fields of each well were randomly captured and cells were counted using Image Pro Plus software.

### Transwell migration/invasion assay

For migration assay, cells were seeded in 10-cm dishes. Next day, cells were harvested in serum-free medium and devided into three equal parts. After each part was supplemented with indicated doses of SW, half of cell suspension was added into the upper well of the transwell insert (Corning Inc, Corning, NY) at the density of 1×10^4^ (for T24 and HepG2 cells) or 5×10^3^ (for MDA-MB-231 cells) per well. The lower well was added with RPMI 1640 containing 10% FBS medium as chemotactic attractors. The remaining half of cell suspension was then seeded into 96-well plates for viability assay. After 12 h’s incubation, cells that have penetrated into bottom side of the transwell membrane were stained with crystal violet and photographed under microscope. 14 microscopic fields were randomly captured and counted. To evaluate the effect of TGF-β1 on cell migration, cells were starved with RPMI 1640 containing 0.5% FBS for 24 h and then collected by trypsinization. Cell suspension were devided into four equal parts and each part was supplemented with solvent, 5 ng/ml TGF-β1, 1.5 μg/μl SW or SW plus TGF-β1. After adding half of drug-containing cell suspension into the upper well of transwell insert, the remaining cell suspension was added into 96-well plates. Both plates were incubated for 12 h. The transwell plates were used for migration assay and the 96-well plates for cell viability assay. For invasion assay, a layer of matrigel (1:4 dilution in serum free medium) was pre-coated on the upper well of transwell insert before adding cells, and cells were incubated for 36 h before crystal violet staining. The rest procedures were the same as migration assay.

### Cell wound healing assay

Two parallel lines were drawn on the back side of the 12-well plates with a marker pen before cell seeding. Next day, the culture medium was removed and replaced by 0.5% FBS/RPMI 1640 medium. 24 h later, a straight wound line that was perpendicular to those parallel lines was drawn across the attached cell layer with pipette tips. Therefore, the wound gap between two parallel lines was marked. After removing the floating cells with PBS, indicated doses of SW were added in each well. Pictures were taken of the marked gap every 6–8 h till the wound closed up. The wound gaps were digitally quantified using Image Pro Plus software.

### Animal model

7- to 8-week-old female Balb/c nude mice (Vital River Laboratories, Beijing, China) were injected through the tail vein with 1×10^6^ MDA-MB-231 cells. Next day, mice (n = 8 for each group) were orally administrated with 72.7 mg SW (prepared in PBS, equals to 1 g of SGR) or PBS per day. After two weeks, the mice were kept for another 3 weeks before being sacrificed for lung and liver collection. Hematoxylin and eosin (H&E) staining was utilized to monitor and count metastatic foci in lung or liver.

### Measurement of cell proliferation

Cells treated with SW or solvent were seeded into 96-well plates and incubated. Cell confluence rate was quantified using CloneSelect Imager system.

### Western blot

Cells exposed to SW for indicated times were collected in lysis buffer containing 50 mM Tris-HCl (pH 7.0), 150 mM NaCl, 2 mM EDTA, 1% SDS, 2 mM Dithiothreitol (DTT) and 1× protease inhibitor cocktail (Roche, Mannhelm, Germany) and then sonicated for 30 s on ice. Protein concentration was determined by BCA kit (Pierce, Rockford, IL). Cell lysates (30 μg per sample) were separated on 8%-15% SDS-PAGE before being electrotransferred to nitrocellulose membranes. After blocking with 5% nonfat milk in 0.1% Tween 20/TBS (TBST), membranes were probed with primary antibodies overnight at 4°C and then reprobed with HRP-labeled secondary antibodies for 45 min at room temperature (RT). Signals were detected by an enhanced chemoluminescence system from Pierce (Rockford, IL).

### Immunofluorescence

Cells were seeded on sterilized coverslips. Next day, SW was added and cells were incubated for indicated time. At the end of the experiment, cells were fixed with 4% paraformaldehyde for 20 min at RT before being permeabilized with 0.1% Triton-X-100 in PBS for 4 min. After blocking with 5% BSA/PBS for 1 h, cells were incubated with anti-vinculin antibody (1:100) overnight at 4°C and then TRITC-conjugated anti-mouse second antibody and FITC-labeled phalloidin (Sigma) mixtures for 1 h at RT. Nuclei were stained with DAPI before capturing pictures through Leica TCS SP5 laser confocal microscope.

### Analysis of focal adhesion

The intensity of vinculin signal and the area of focal adhesion were analyzed by Adobe Photoshop CS5 and Image Pro Plus software. Firstly, Vinculin-stained images were de-saturated, inverted and de-noised using Photoshop software to produce adhesion footprints. Next, these vinculin-containing footprints were further selected out by thresholding in Image Pro Plus software. Through calibrating, the area and intensity of vinculin-containing footprints was quantified using the “count/size” command. A total of 50 cells were analyzed in each group.

### Microarray analysis and real-time RT-PCR

RNA was extracted from HepG2 cells treated with SW (1.5 μg/μl) using Trizol reagent (Invitrogen) and cDNA was synthesized using reverse transcriptase system (Promega, Madison, WI). Gene expression profiles were examined by ShangHai Biotechnology Corporation (Shanghai, China) using Affymetrix Human Gene 1.0st microarrays. Microarray data has been deposited in NCBI Gene Expression Omnibus (GEO) (accession no. GSE58201). After Robust Multi-array Average (RMA) normalization, *P* value < 0.05 and the Fold-Change threshold > 1.5 were identified to be statistically significant alterations. KEGG, GO and Gene Cards (http://www.genecards.org/) were utilized to select out genes that was related to cell adhesion, migration and invasion. Next, these genes were put into STRING database for signaling pathway searching. Real-time RT-PCR was used to validate the results of microarray and carried out according to the manufacturer’s instruction (SYBR, TOYOBO). Expression levels of all genes were normalized through *GAPDH* gene and the 2^−ΔΔCT^ method was used to calculate relative gene expression. The primers for real-time RT-PCR (*TGFBR1*, forward, 5'-CCTGGGATTTATAGCAGCAGAC-3’, reverse, 5’-TGACACCAACCAGAGCTGAG-3’; *NTS*, forward, 5’-ATTAGTAAAGCACATGTTCC-3’, reverse, 5’-CTCCCAGTGTTGAAAAGCCC-3’; *ID1*, forward, 5’-GAGCTGAACTCGGAATCCGAAG-3’, reverse, 5’-GATCGTCCGCAGGAACGCATGC-3’; *ID2*, forward, 5’-TCAGCCTGCATCACCAGAGA-3’, reverse, 5’-CTGCAAGGACAGGATGCTGATA-3’; *ID3*, forward, 5’-CTGAGCTTGCTGGACGACA-3’, reverse, 5’-ATGTAGTCGATGACGCGCTGTA-3’) were synthesized by GenePharma (Shanghai, China).

### Statistical analysis

Data analysis was performed using SPSS 13.0 (SPSS, Inc., Chicago, IL). Two-tailed student’s t test and ANOVA were used to determine the significance of differences between different experimental groups.

## Results

### SW boosts cell adhesion

To test the effect of SW on cancer cells’ capacity to bind to extracellular matrix, we performed cell adhesion assay using hepatoma cell line HepG2 (Fig. 1A), breast cancer cell line MDA-MB-231 (Fig. 1B) and bladder cancer cell line T24 (Fig. 1C). It was found that the adhesion of HepG2 cells to matrigel was increased by 0.7 μg/μl of SW (Fig. 1A), while effect of same concentration of SW on the adhesion of MDA-MB-231 cells was marginal (Fig. 1B). To the contrary, the increase in adhesion was more evident in T24 cells and the highest adhesion was achieved by as low as 0.07 μg/μl of SW (Fig. 1C).

**Fig 1:**
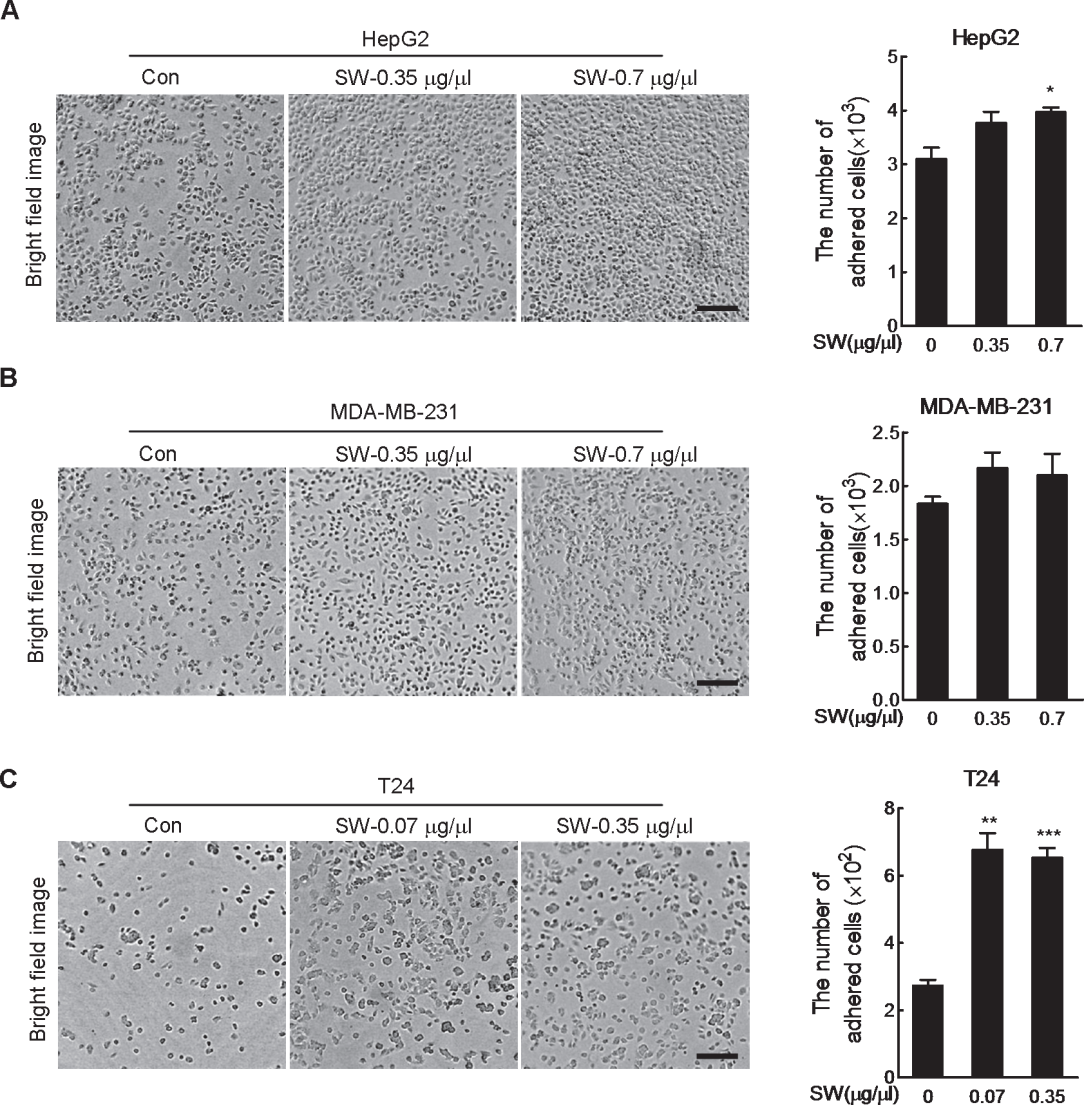
SW promotes cell adhesion. Left panels: HepG2 (A), MDA-MB-231 (B) and T24 cells (C) were pretreated with indicated doses of SW for 15 or 30 min before seeding into the matrigel-coated wells, and 2 h later, adhered cells were counted after removing the floating cells by PBS. Representative images were displayed. Scale bar, 200 μm. Right panels: quantification of the data in the left panel, shown were composite results of three independently experiments with triplicate. Columns, mean; bars, SD.

### SW inhibits cancer cell migration

Next, we performed *in vitro* scratch assay. Cells were pre-incubated in 0.5% FBS medium for 24 h prior to the introduction of scratch in order to exclude the impact of the FBS on cell proliferation. The wound healing was monitored at regular intervals till it closed up. We observed that SW led to a slow-down of migration in HepG2, MDA-MB-231 and T24 cells (Fig. 2A, B and C), with MDA-MB-231 cells showing the most obvious inhibitory effect (Fig. 2B). We noticed that it required different time for different cell lines to heal the wounds. Additionally, same concentration of SW exhibited distinct inhibition on wound healing in different cell lines. This could be explained by cell linage specificity at migration. Considering the roughness and subjectivity of the scratch assay, we also used transwell migration assay. The cells that succeeded in squeezing through the micro-holes of the base membrane in the SW-treated group were markedly less than those of control group (Fig. 3A, B and C, left and middle panels), with little influence on cell viability (Fig. 3A, B and C, right panels). These results pointed to the inhibitory action of SW on cancer cell migration.

**Fig 2:**
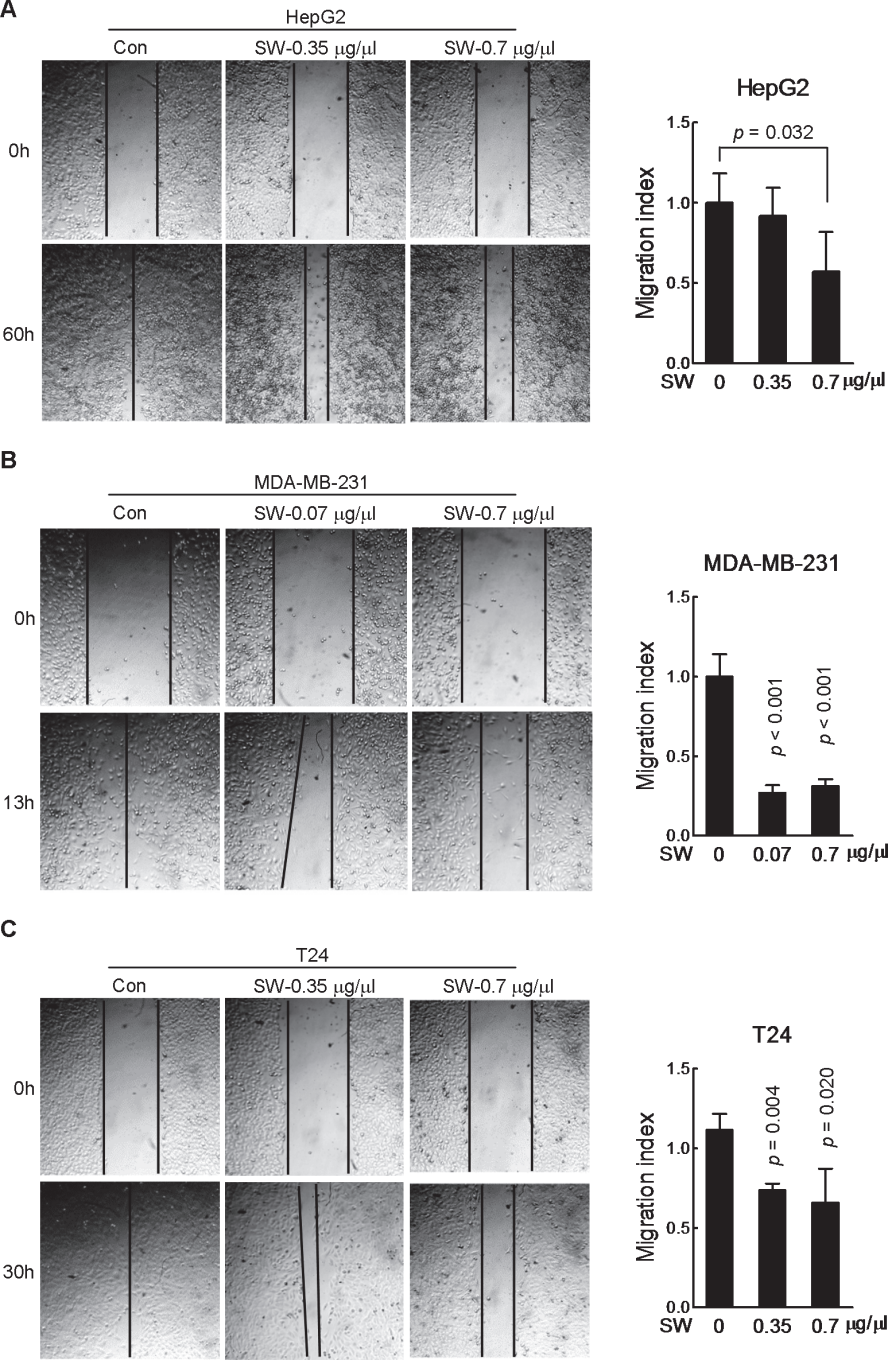
SW inhibits cell scratch wound healing. *In vitro* scratch assay was used to evaluate the effect of SW on the migration of HepG2 (A), MDA-MB-231 (B) and T24 cells (C). Representative images were displayed in left panel; quantification of the data in left panel was shown in right panel, shown were composite results of three independently experiments with triplicate parallel samples. The migration index represents migration speed in relative to control group. Columns, mean; bars, SD.

**Fig 3:**
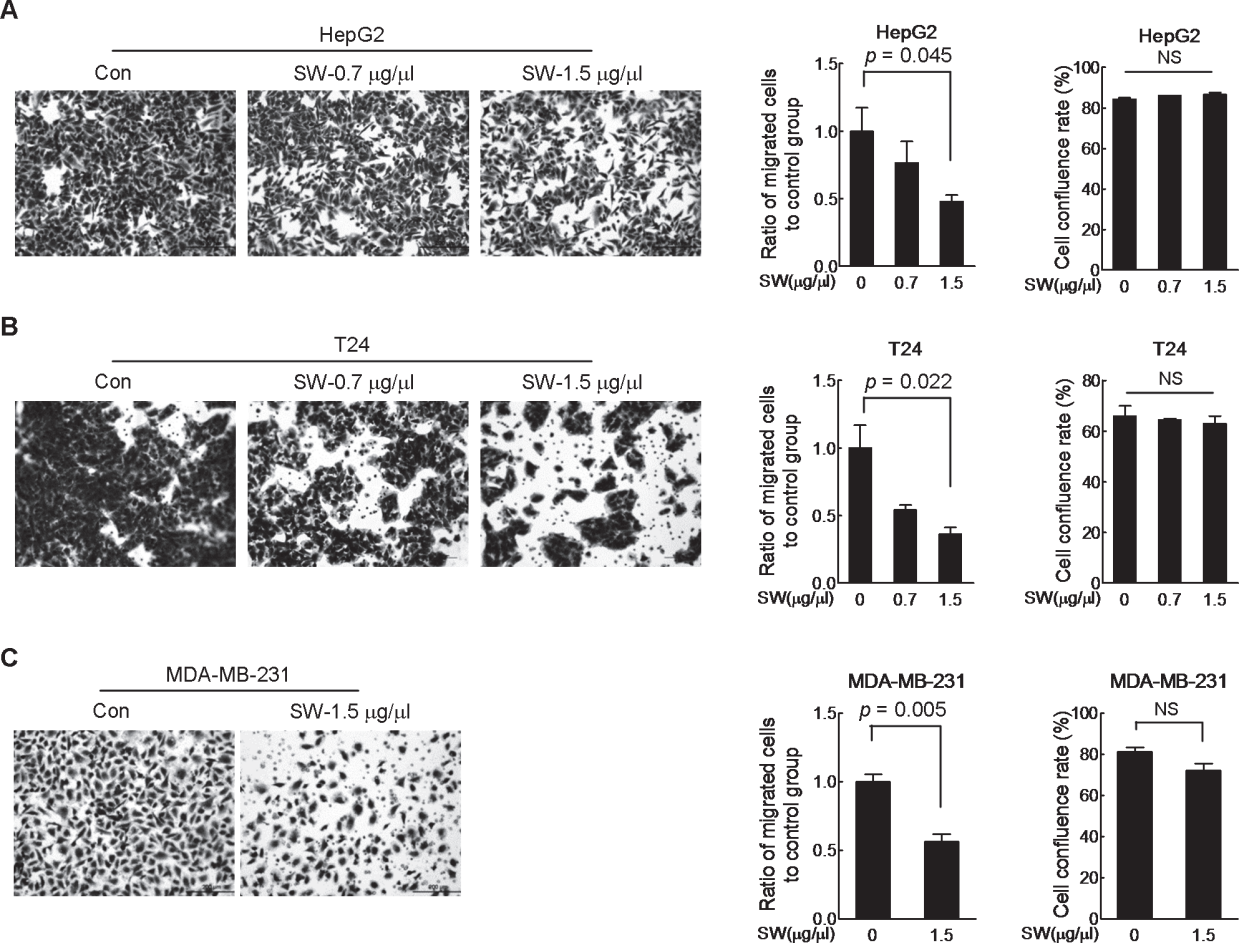
SW inhibits cell migration. HepG2 (A), T24 (B) and MDA-MB-231 (C) cells were seeded into the transwell insert in the presence of indicated doses of SW for 12 h. Cells reaching the bottom side of the transwell membrane were stained and representative images were displayed in the upper panel. Scale bar, 200 μm. The data in left panel were quantified and shown in the middle panel, and the cell viability was reflected by cell confluence rate in the right panel. Shown were composite results of two independently experiments. Columns, mean; bars, SD; NS, not statistically significant.

### SW inhibits cancer cell invasion *in vitro* and metastasis *in vivo*

We also tested the effect of SW on cancer cell invasion. Still, we used the same transwell device plus loading a layer of matrigel over the base membrane. As expected, SW treatment prevented all three cell lines from invading across the matrigel to reach the bottom side of the base membrane (Fig. 4A, upper panel and lower left panel). Additionally, 36 h exposure to indicated doses of SW exerted insignificant inhibition on cell proliferation (Fig. 4A, lower right panel). To further evaluate the effect of SW on metastasis *in vivo*, MDA-MB-231 metastatic mice model was used. As shown in Fig. 4B, oral administration of SW for 2 weeks markedly decreased the number of lung metastatic foci. No liver metastatic foci were observed in both groups (S1 Fig.).

**Fig 4:**
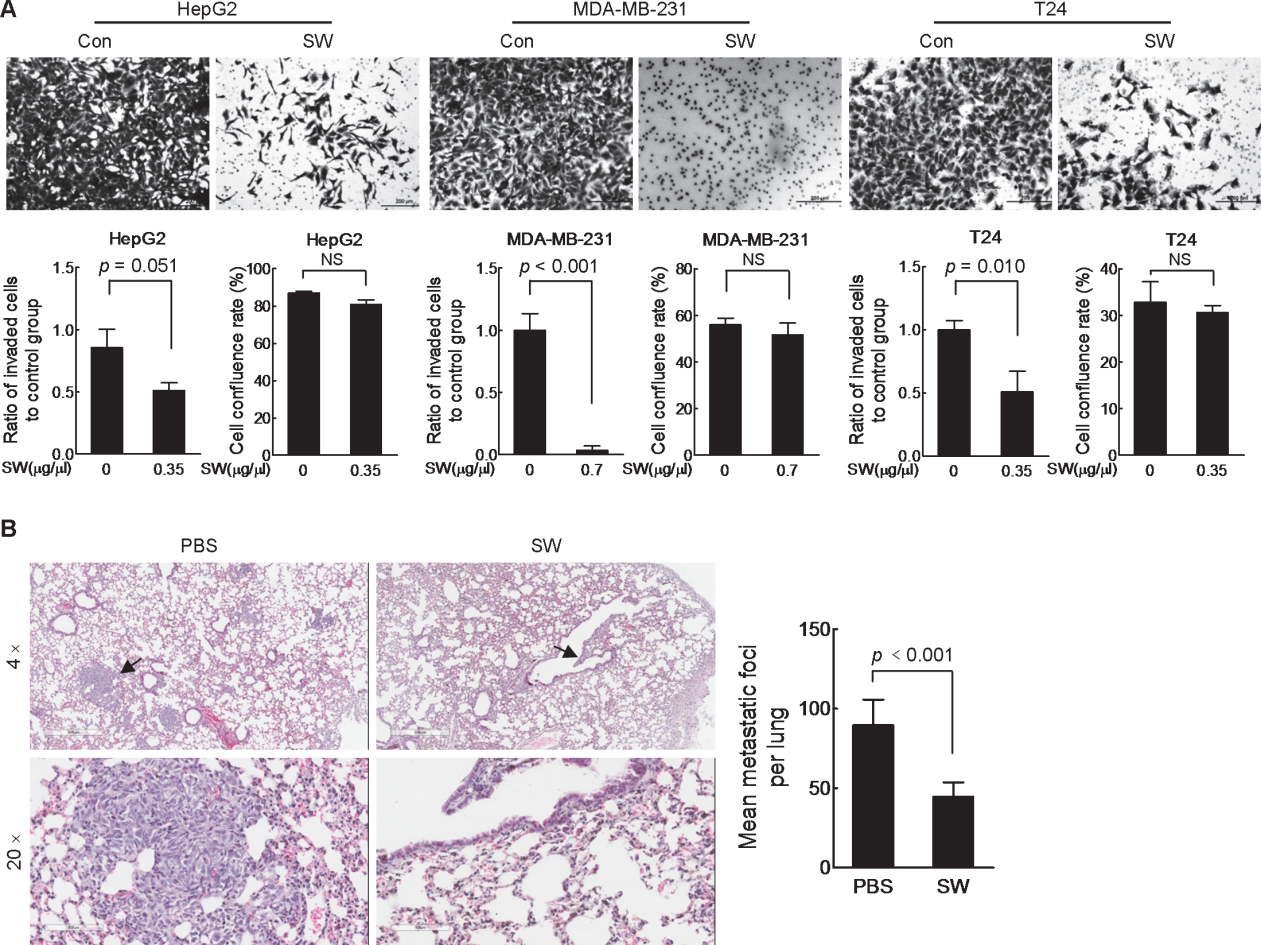
SW inhibits cell invasion *in vitro* and metastasis *in vivo*. (A) The transwell chambers were pre-coated with 60 μl matrigel dilution (1:4 in serum-free medium) before seeding cells. Cells were incubated with indicated doses of SW for 36 h before staining. Representative images were displayed in the upper panel. Scale bar, 200 μm. The data of migration and cell viability were quantified and shown respectively in lower panel, shown were composite results of two independently experiments with triplicate. Columns, mean; bars, SD; NS, not statistically significant. (B) Left panel: representative pictures of H&E stained lung tissues in PBS- and SW-treated group. Paraffin-embedded lungs were sectioned at 30-μm intervals and > 10 MDA-MB-231 cancer cells were identified as metastatic foci. Magnification, 4× (upper) and 20× (lower). Right panel: quantification of lung metastatic foci in PBS- and SW-treated mice group (n = 8 for each group). Columns, mean; bars, SD.

### SW boosts focal adhesion

It was reported that the number and size of focal adhesions were inversely proportional to migration speed [24]. For this we performed dual fluorescent staining of F-actin and vinculin to assess the effect, if any, of SGR on focal adhesion [20,24,25]. After exposure to SW for 0.5 h, HepG2 and T24 cells began to exhibit stronger vinculin signal mainly around the cell periphery, displaying a fascicle-like or spot-like shape (Fig. 5A). Correspondingly, large stress fibers across the cell body were lost, with F-actin fibers gradually shifting to cell periphery and co-localizing there with vinculin as well. We quantified the areas and fluorescent intensities of adhesion sites. As shown in Fig. 5B, the adhesion area per cell elevated at 0.5 h and reached plateau at 1 h in SW-treated HepG2 cells, while it already achieved peak at 0.5 h after SW treatment in T24 cells. Similar results were obtained in intensity quantification (Fig. 5C).

**Fig 5:**
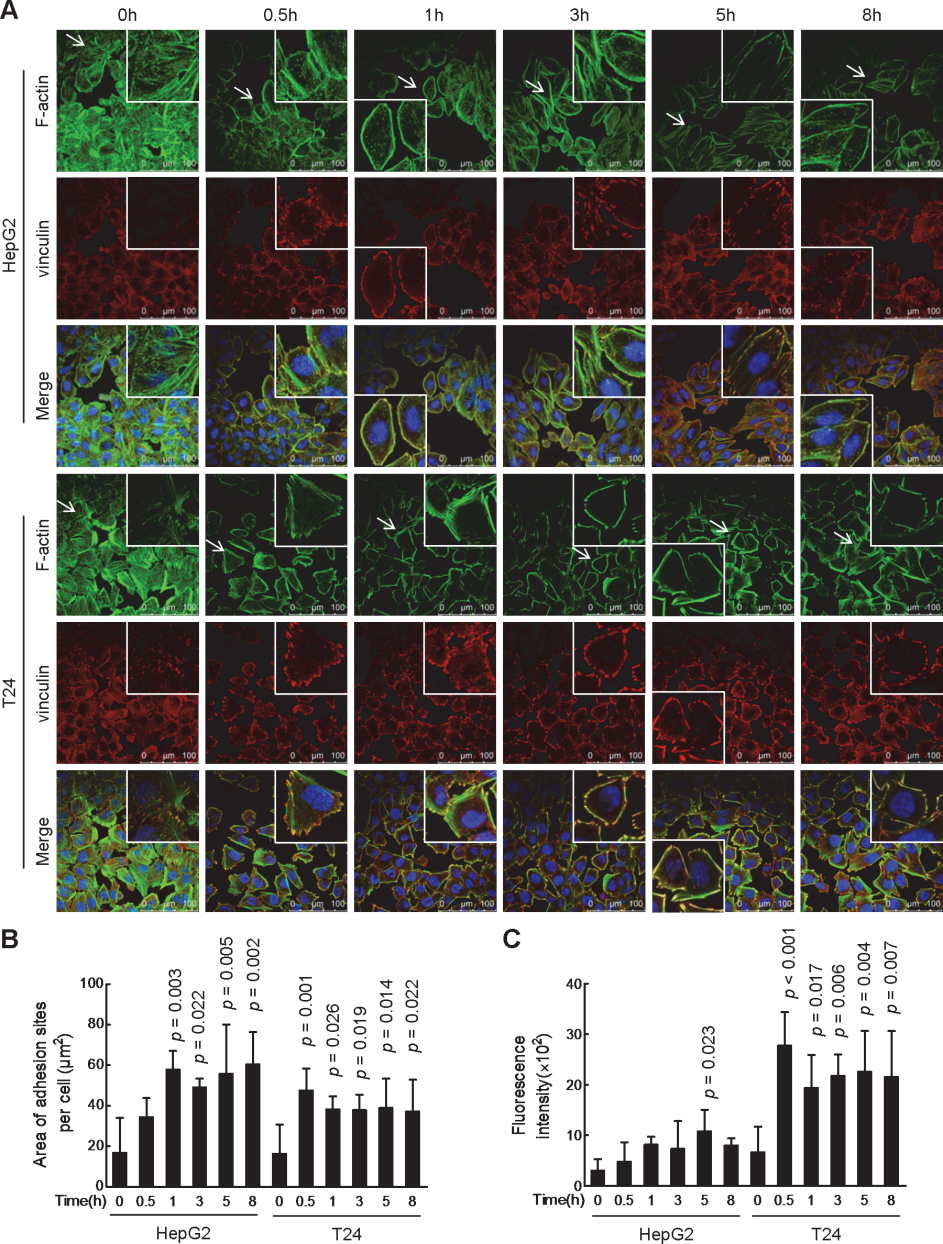
SW increases size and fluorescence intensity of focal adhesion. (A) HepG2 and T24 cells were treated with SW (3.5 μg/μl) for indicated times and then immuno-stained with F-actin (FITC-phalloidin) and vinculin (red). Nuclei were counterstained by DAPI (blue). Representative images were displayed. Scale bar, 100 μm. (B) The area of adhesion sites per cell (where F-actin and vinculin merged). Shown were composite results of two independently experiments (n = 50 cells). Columns, mean; bars, SD. (C) The fluorescence intensity of vinculin in the adhesion patches per cell. Shown were composite results of two independently experiments (n = 50 cells). Columns, mean; bars, SD.

### SW antagonize TGF-β1-induced up-regulation of genes related to invasiveness

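Gene expression was measured on 2 Affymetrix Human Gene 1.0 ST arrays, 1 hybridized with RNA from cells given solvent and 1 with RNA from cells given SW, the supernatant of the water-soluble extract of SGR. Both samples were labelled HepG2, a cell line derived from a human liver tumor. The paper gives the SW dose for the array as 1.5 μg/μl, whereas the deposited sample labels give 3.5 μg/μl and a treatment of 24 h. The authors normalized the scanned arrays by Robust Multi-array Average (RMA), which corrects the background, gives the arrays a common distribution and summarizes the probes of each transcript on the log2 scale. The deposited values covered 33297 probesets, with a median of 6.27 on the solvent array and 6.26 on the SW array. A single gene symbol was available for 19460 probesets, which gave 18417 genes after the brightest probeset of each gene was taken. Across these genes the 2 arrays correlated with r = 0.996, where genes are not independent replicates, and 95% of the genes differed by between -0.34 and 0.41 on the log2 scale. Each condition had 1 array and no replicate, so no error or p-value can be attached to a difference between the arrays, and genes are called higher or lower by fold alone. For a list of genes, the median difference was set against 10000 random lists of the same size matched on mean expression, which describes these 2 arrays only.
Genes that mark hepatocytes were dim on both arrays. Of 26 genes for proteins that hepatocytes secrete, none reached the value of the median gene on the solvent array (6.93) or on the SW array (6.96). ALB, which encodes albumin, had a value of 3.97 on the solvent array, AFP, which encodes alpha-fetoprotein, had 3.75, and APOA1, which encodes an apolipoprotein, had the highest of the list at 6.61. The median of the list was 4.60 on the solvent array, against 4.99 for 9 leukocyte markers, 4.80 for 9 endothelium markers, 7.63 for 18 mesenchymal genes and 11.90 for 26 ribosomal protein genes. VIM, which encodes vimentin, was the highest of the mesenchymal genes at 11.42. KRT7, a keratin gene, was at 11.56 and the highest of 9 markers of breast or bladder epithelial lines, of which 3 reached the median gene and whose median was 6.09. Probes differ in their response, so levels of different genes can be compared only roughly.

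**Figure D1:**
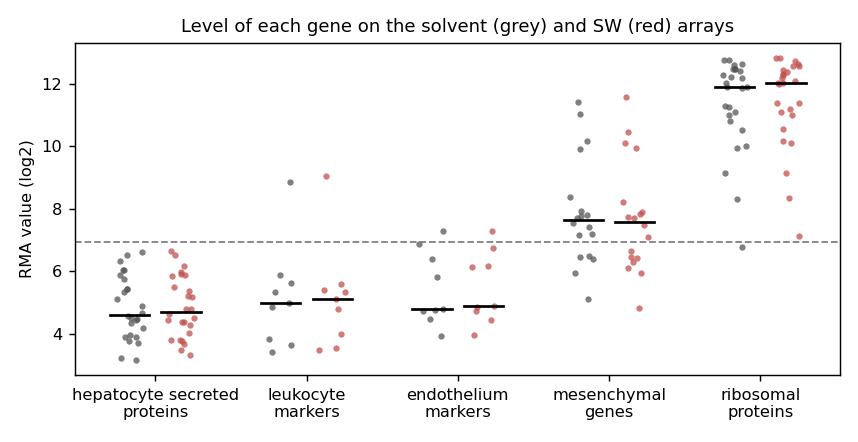
RMA values (log2) of the genes of 5 lists on the solvent array (grey points) and the SW array (red points), with 1 point per gene, the list median as a black bar and the median gene of the solvent array (6.93) as a dashed line. All 26 hepatocyte genes lie under the dashed line.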

To get a deeper understanding of the possible mechanism underlying all these results, we performed a gene expression microarray analysis with SW-treated HepG2 cells. We found there were 118 genes with more than 1.5 fold expression change in the cells treated with SW, some of them were related to cell motility, metabolism, and oxidative stress (Fig. 6A). 

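Of 18417 genes, 135 were more than 1.5-fold higher and 79 more than 1.5-fold lower on the SW array, 214 in all. With the threshold at 2-fold, 24 were higher and 15 lower. Counted over all probesets at 1.5-fold, 444 were higher and 379 lower. Of these, 570 were not listed in the annotation and have no gene name. Such unnamed probesets were dimmer as a class, with a median of 5.17 against 6.92 for those with 1 gene symbol. Among genes whose mean over both arrays reached the median, a limit chosen after the values were seen, 79 were higher and 45 lower. For the ranking that follows, the brightness of a gene is its higher value of the 2 arrays. Among genes at or above the median in brightness, the largest increase was that of GDF15, a cytokine gene induced by cell stress, at 4.78-fold. It was followed by SLC7A11, which encodes the cystine transporter that feeds glutathione synthesis, at 4.20-fold, by ASNS, the asparagine synthetase gene, at 3.50-fold, and by GCLM, which encodes the modifier subunit of glutamate-cysteine ligase, at 3.33-fold. The aldo-keto reductase genes AKR1C1, AKR1C2 and AKR1C3, whose near-identical transcripts can share probe signal, were 3.23-fold, 3.14-fold and 2.99-fold higher, although a second, dimmer probeset of AKR1C1 differed by only 0.27 on the log2 scale. The stress-response genes TRIB3 (3.05-fold), NUPR1 (2.79-fold) and DDIT3 (2.58-fold), the heme oxygenase gene HMOX1 (2.89-fold) and SEL1L3 (2.73-fold) completed the 12 largest increases. The largest decreases were those of ID2, UCA1, ID3 and ID1. UCA1, a long noncoding RNA, was 4.08-fold lower. LINC00052 was 2.73-fold lower, PALMD 2.57-fold, the cardiac actin gene ACTC1 2.46-fold, FAP, which encodes a membrane protease of activated fibroblasts, 2.39-fold, TCP11L1 2.25-fold, the sodium-chloride cotransporter gene SLC12A3 2.21-fold, FAM86B2-DT 2.17-fold and KLHL4 2.00-fold.
Of the 24 genes on the heat map of Fig. 6A, 21 were given a value here. Of these, 12 were more than 1.5-fold higher, 8 were more than 1.5-fold lower and 1 was within 1.5-fold. The study chose these genes on the same arrays, so their directions are not independent evidence. In its metabolic groups, PHGDH, which encodes the first enzyme of serine synthesis, was 1.86-fold higher, the alanyl-, cysteinyl- and methionyl-tRNA synthetase genes AARS1, CARS1 and MARS1 were 1.71-fold, 2.07-fold and 1.64-fold higher, and GCLC, which encodes the catalytic subunit of glutamate-cysteine ligase, was 2.28-fold higher. PSPH, which encodes the last enzyme of serine synthesis, was the gene within 1.5-fold, at 1.13-fold for its brightest probeset and 1.67-fold for its other probeset. The probeset of CBS also carries a second gene symbol, so no value is given for it. In the oxidative stress group, SRXN1, which encodes sulfiredoxin, was 1.53-fold higher and SELENOW (SEPW1 in Fig. 6A), which encodes a selenoprotein, was 1.86-fold lower.

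**Figure D2:**
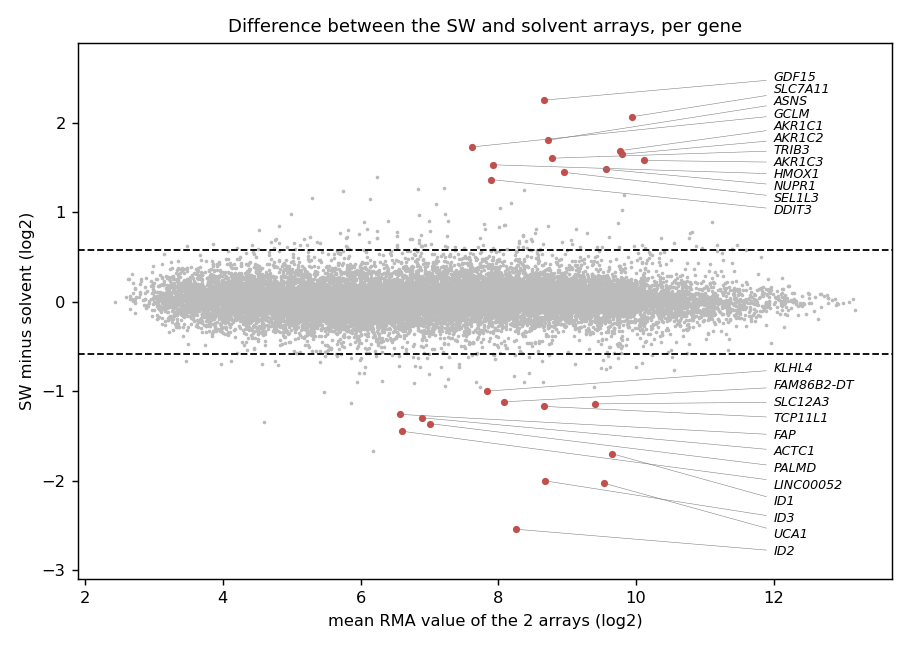
Difference between the SW and solvent arrays (log2) against the mean RMA value of the 2 arrays (log2), with 1 grey point for each of 18417 genes. Red points are the 12 largest increases and 12 largest decreases among genes whose higher value of the 2 arrays reached 7.03, the median of these values. On the mean of both arrays ACTC1, FAP and LINC00052 lie below the median (6.94). Dashed lines mark 1.5-fold, and ID2 lies lowest of the red points at -2.55 and GDF15 highest at 2.26.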

Next, we analyzed a subset of genes associated with cell invasiveness using STRING database. 

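Of the 12 genes in the adhesion, migration and invasion group of the heat map, 10 were given a value here. Of these, 7 were more than 1.5-fold lower and 3 more than 1.5-fold higher on the SW array, in a group that the study chose on these arrays. The genes ID1, ID2 and ID3, which encode inhibitors of helix-loop-helix transcription factors, had the largest differences. ID2 had a value of 9.53 with solvent and 6.99 with SW, which is 5.84-fold lower. ID3 was at 9.68 and 7.67 (4.01-fold lower), and ID1 at 10.50 and 8.80 (3.25-fold lower). CRYAB, which encodes the small heat shock protein αB-crystallin, was 1.87-fold lower, NTS, which encodes the secreted peptide neurotensin, 1.82-fold lower, TGFBR1, which encodes the type I receptor for TGF-β1, 1.70-fold lower, and CD24, which encodes a cell surface glycoprotein, 1.67-fold lower. The 3 higher genes were HMOX1, MAP2, which encodes a microtubule-associated protein, at 2.24-fold, and PSAT1, which encodes an enzyme of serine synthesis, at 2.03-fold. MAP2 and CRYAB were dim, at 4.72 and 6.40 on the solvent array. TGFB1 was 1.09-fold higher, SMURF2 was 1.08-fold lower and SMAD7, which encodes an inhibitor of TGF-β receptors, was 1.32-fold lower. The probeset of TRIM16L also carries a second gene symbol, so no value is given for it, and EDNRA was not analysed here.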

As shown in Fig. 6B, most of these 12 genes were directly or indirectly regulated by the TGF-β1 pathway, indicating that TGF-β1 pathway might be involved in SW-regulated phenotypes. Real-time RT-PCR was performed to evaluated expression levels of 5 genes, i.e., *TGFBR1*, *NTS*, *ID1*, *ID2*, and *ID3* in HepG2 and T24 cells treated with TGF-β1 with or without SW. SW alone decreased levels of *NTS*, *ID1*, *ID2*, and *ID3* in HepG2 cells and *TGFBR1*, *NTS*, *ID1*, and *ID2* in T24 cells. On the other hand, TGF-β1 significantly elevated mRNA levels of these genes in both cell lines (Fig. 6C), confirming that these genes are downstream of TGF-β1 signaling. However, majority of TGF-β1-induced increase in gene expression was counteracted by concomitant treatment with SW, except for *ID1* in HepG2 cells (Fig. 6C). Additionally, we observed up-regulated protein levels of TGFBR1 in TGF-β1-treated HepG2 and T24 cells, which was reversed by SW (Fig. 6D). To further confirm the inhibitory effect of SW on TGF-β1 signaling, we evaluated the effect of SW on TGF-β1-induced migration. As shown in Fig. 7, TGF-β1-promoted migration was markedly abrogated by SW in HepG2, MDA-MB-231 and T24 cells, while cell viability was unaffected by SW (Fig. 7A, B and C).

**Fig 6:**
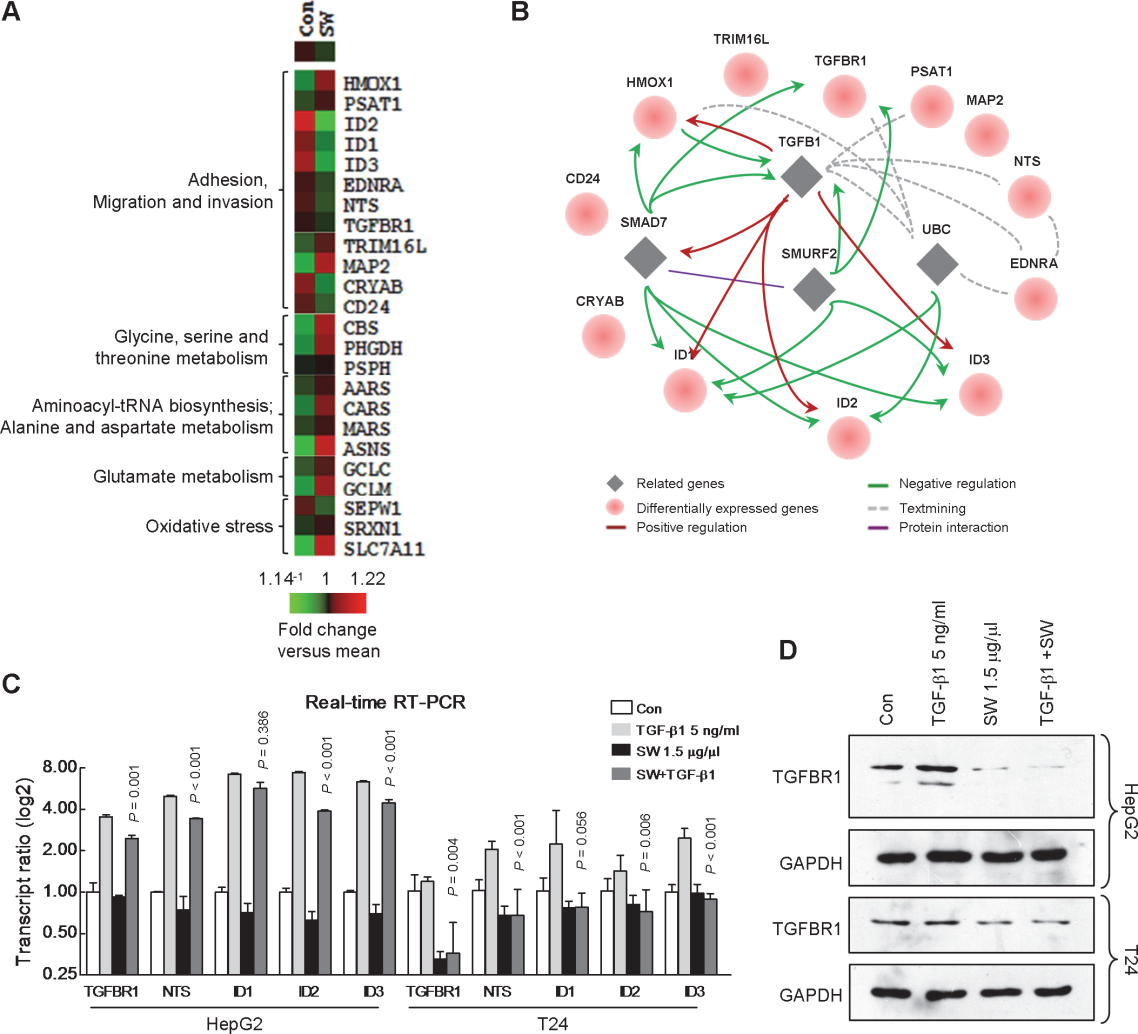
Microarray analysis result indicated repression of TGF-β1 pathway in SW-treated cells. (A) The heat map of functional enrichment of differentialy expressed genes from the HepG2 chip result. Cluster 3.0 and TreeView software were used for generating the heat map. Red: up-regulation versus mean; green: down-regulation versus mean. (B) The regulatory network among the genes related to adhesion, migration and invasion in (A) using the STRING database. (C) Real-time RT-PCR verification of the genes in HepG2 and T24 cells treated with TGF-β1 with or without SW. Shown were composite results of three independently experiments with triplicate. Columns, mean; bars, SD. (D) Effect of SW on TGF-β1-induced up-regulation of TGFBR1 was evaluated by immunoblotting. Shown were representative results from 3 independent experiments.

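Target genes of TGF-β1 were slightly lower on the SW array as a group, and those of BMP, a related pathway, included the ID genes. The ID genes were placed in the BMP list only, although the paper reports from RT-PCR that TGF-β1 raised them in HepG2 and T24 cells. Of 31 measured genes that TGF-β1 induces through SMAD3, 23 were below their solvent value, but PMEPA1, which encodes a feedback inhibitor of TGF-β signaling, was the only gene more than 1.5-fold lower, at 1.52-fold. None was more than 1.5-fold higher. The median difference of the list was -0.20 on the log2 scale, or 0.870-fold, which was below all 10000 random lists. The transcription factor gene SNAI2 differed by -0.57 and ITGB6, a dim integrin gene, by -0.57, whereas VEGFA, a growth factor gene, differed by 0.57. VEGFA is also in the list of targets of ATF4, a transcription factor of the amino acid response, that is described below. With the differences centred on their median, SNAI2 (-0.60) and ITGB6 (-0.59) passed 1.5-fold as well. Of 18 genes that BMP induces through SMAD1/5, 4 were more than 1.5-fold lower and none was more than 1.5-fold higher. These 4 were ID1, ID2, ID3 and ATOH8, which encodes a helix-loop-helix factor and was 1.87-fold lower. The median of the BMP list was -0.27, also below all random lists. Without the ID1, ID2 and ID3 genes that the study chose on these arrays it was -0.19. Over the 7 members whose mean over both arrays reached the median gene it was -0.47, and over the 4 of them other than these ID genes it was -0.35. Of 29 ligands, receptors and SMADs of both pathways, TGFBR1 was the only one more than 1.5-fold lower, and INHBE, an activin subunit gene that was dim at 5.57 with solvent, was the only one more than 1.5-fold higher. In the paper's RT-PCR, SW alone lowered TGFBR1 in T24 cells, but TGFBR1 is not among the genes reported as lowered in HepG2 cells. BMP2 and TGFB2, which encode ligands, differed by 0.42 and 0.33. The median of that list was 0.054, at percentile 83.8 of the random lists. Over its members whose mean over both arrays reached the median gene it was 0.10, at percentile 95.5, still inside the central 95%. Of 41 gene lists with the genes of the heat map kept, 10 lay below the central 95% of random lists and 8 above it. The 10 included the SMAD3 and BMP targets, but also mitotic genes (-0.16) and markers of breast or bladder epithelial lines (-0.16). A lower list median was therefore not particular to the targets of TGF-β1 or BMP.
The paper reasons from its network that most of its invasiveness genes are regulated directly or indirectly by the TGF-β1 pathway, and proposes on that basis that this pathway might be involved in the phenotypes regulated by SW. It also rests on RT-PCR, and on immunoblots in which SW reversed the rise of TGFBR1 protein with TGF-β1 in HepG2 and T24 cells. In its migration assays SW countered the migration promoted by TGF-β1 in HepG2, MDA-MB-231 and T24 cells. None of these experiments was analysed here.

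**Figure D3:**
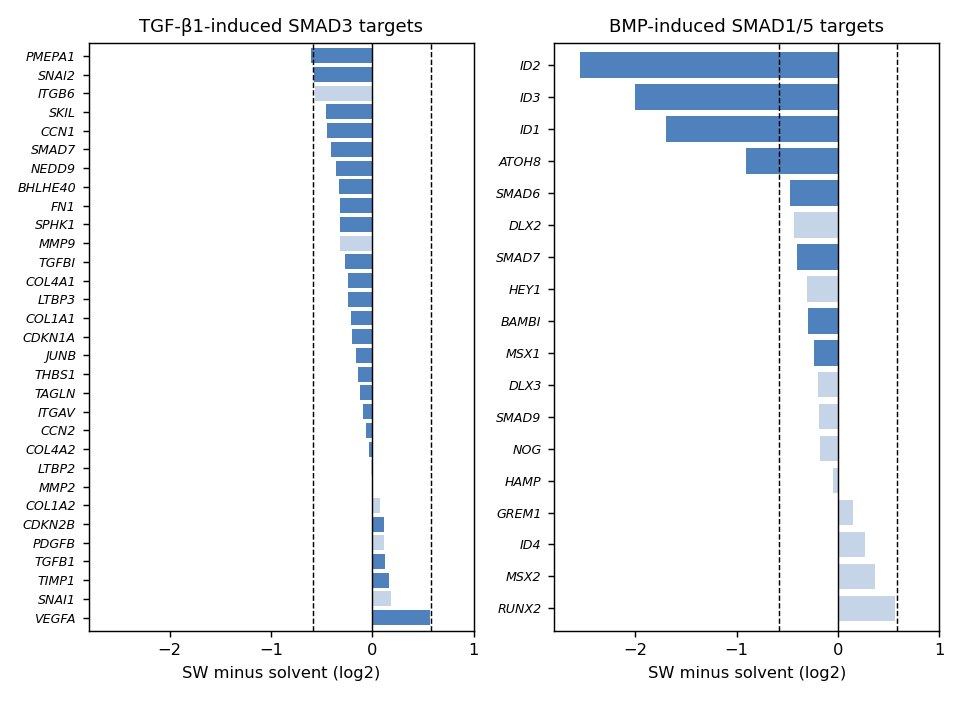
Difference between the SW and solvent arrays (log2) for each of 31 SMAD3 target genes (left) and 18 SMAD1/5 target genes (right), with 1 bar per gene, dark for genes at or above the median brightness and pale for dimmer genes, and dashed lines at 1.5-fold. With the values as deposited, in the left panel PMEPA1 is the only bar past a dashed line, whereas ID2, ID3, ID1 and ATOH8 pass it in the right panel.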

**Fig 7:**
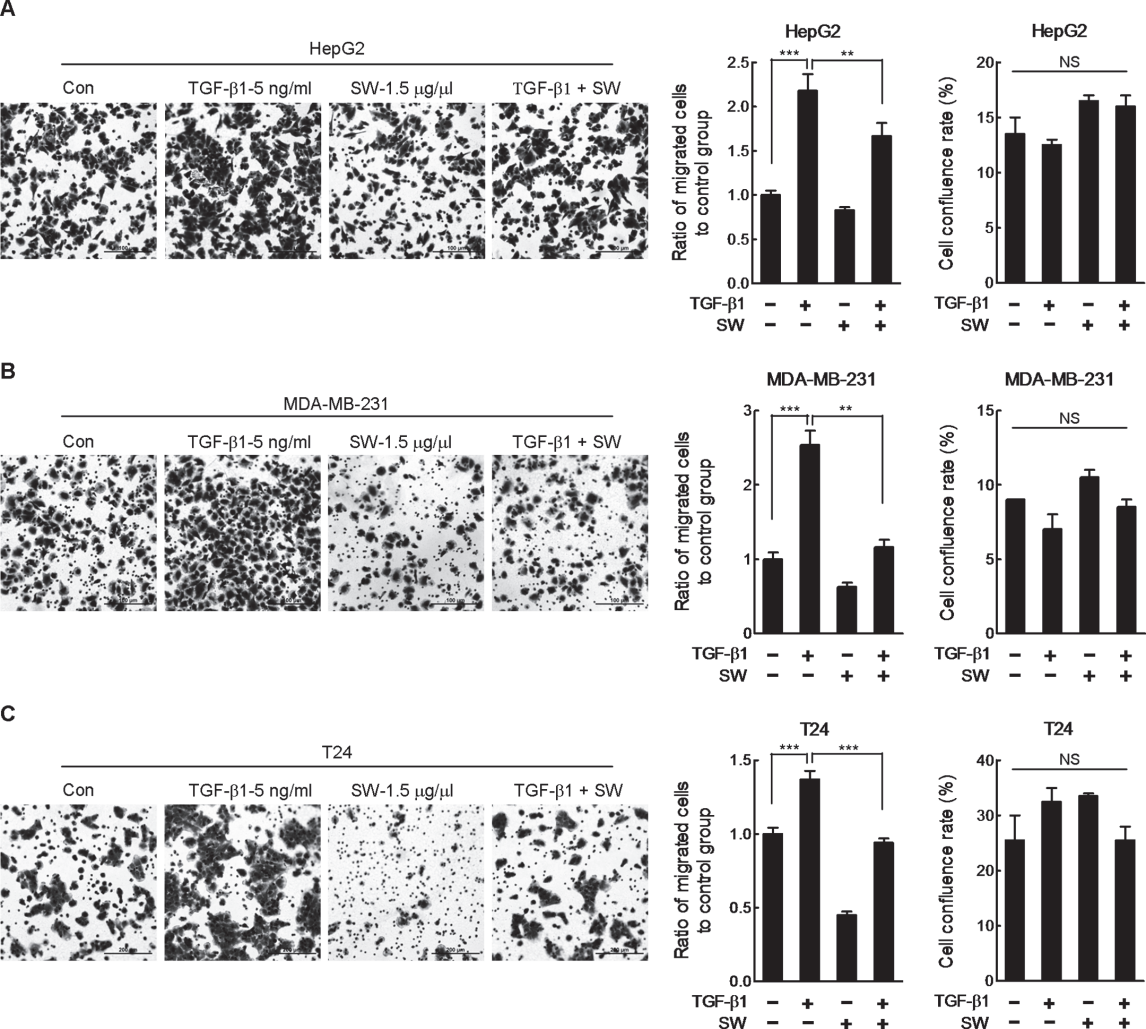
SW abrogates TGF-β1-induced boost in migration. HepG2 (A), MDA-MB-231 (B) and T24 (C) cells were seeded into the transwell inserts in the presence of TGF-β1 plus SW. 12 h later, Cells were stained and pictured. Representative images were displayed in the left panel. Scale bar, 100 μm. The data of migration were quantified and shown in the middle panel. The cell viability was reflected by cell confluence rate in the right panel. Shown was composite results of two independently experiments with triplicate. Columns, mean; bars, SD; NS, not statistically significant.

## Discussion

SGR, also known as Sarsaparilla, was reported to show anticancer potential [8,21]. Several SGR-containing herbal formulae used in Southeast Asia were proven to inhibit cancer *in vitro* and *in vivo* [20,26]. The majority of previous studies focused on the inhibitory effect of SGR on cancer cell growth, and only a few evaluated its effect on the invasiveness of cancer cells. A SGR-containing herbal formula was shown to suppress lung carcinoma metastasis [27]. Compounds isolated from SGR, i.e. 5-O-caffeoylshikimic acid, taxifolin and astilbin, were shown to have inhibitory effect on adhesion or/and migration of immune cells [22]. In previous study, we found the cell growth inhibition of SGR was a relatively long-term effect (> 24 h) under high doses [21]. In the present study, we, for the first time, reported the inhibitory effect of SGR extract on the invasiveness of three cancer cells, likely through the suppression of TGF-β1 pathway. It should be mentioned that all the *in vitro* experiments were performed with low doses of SW within short term to minimize the bias resulted from SW-induced growth inhibition.

Focal adhesion is the basic structure module unit of cell adhesion, any changes in its structure or composition might influence the adhesion strength of cells on the whole [24,25]. The formation of focal adhesion goes through several stages, including nascent adhesion, focal complex and then focal adhesion [25]. The size and maturity of focal adhesions were reported to be inversely correlated with cell migration speed [24]. In the present study, we observed a gradual shift of the adhesion patches from the cell body to cell perimeter in SW-treated HepG2 and T24 cells, with stronger vinculin signal and larger adhesion size on the cell cortex. This phenomenon was, at least in part, due to a space- and site-directed shift of adhesion-related proteins, especially in T24 cells. Interestingly, SW-induced large and firm peripheral adhesions resembled the focal adhesion kinase (FAK)-deficient cells [25,28]. Additionally, cells lacking either tyrosine phosphatases like Shp-2 or the Src kinases also exhibited a similar adhesion pattern [24,29]. Therefore, an impairment of FAK-Src pathway might mediate this SW-induced effect, which requires further investigation.

The chip result indicated a repression of TGF-β1 signaling in SW-treated cells. Genes including *HMOX1* [30,31], *PSAT1* [32], *TGFBR1* [33], *EDNRA* [34,35], *NTS* [36,37], *ID1* [38,39], *ID2* [40,41] and *ID3* [42,43], all related to cell adhesion, migration and invasion, were either directly or indirectly regulated by TGF-β1 signaling pathway. The inactivation of TGFBR1’s kinase domain could prevent TGF-β1 signaling from propagating down [33]. Meanwhile, abrogation of TGF-β1 signaling using dominant negative TGFBR could block epithelial-mesenchymal transition (EMT) switch *in vivo* [44], suggesting that suppression of TGFBR might provide a feasible means to repress TGF-β1 signaling. In the present study, TGF-β1-induced TGFBR1 was diminished by SW. Additionally, SW abrogated TGF-β1-induced boost in migration, confirming the inhibitory effect of SW on TGF-β1 pathway.

It should be mentioned that TGF-β1 signaling was found to increase cell adhesion and promote focal adhesion [45], therefore SW-induced cell adhesion and focal adhesion may rely on distinct mechanisms. This raises the possibility that SW-inhibited cancer cell invasiveness could be the integrated effects of several signaling events. 

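Target genes of NRF2, the transcription factor of the antioxidant response, and of ATF4, the transcription factor of the amino acid response, were higher on the SW array as groups. Of 28 NRF2 targets, 14 were more than 1.5-fold higher, none was more than 1.5-fold lower and 27 were above their solvent value, with a median difference of 0.59 on the log2 scale. After centring or a second quantile normalization 13 passed 1.5-fold, without UGDH (0.59 as deposited). Beyond SLC7A11, GCLM, GCLC, HMOX1 and the AKR1C genes, the largest was that of NMRAL2P (1.28), while NQO1, a quinone reductase gene, was just short of 1.5-fold (0.58). Of 37 ATF4 targets, 17 were more than 1.5-fold higher, none was more than 1.5-fold lower and 34 were above their solvent value, with a median of 0.57. After centring 16 passed, without MTHFD2, and with the mean of a gene's probesets 14, without MTHFD2, ATF4 itself (0.39) and SLC1A5 (0.49). STC2, which encodes a secreted glycoprotein, differed by 1.26 and PCK2, which encodes the mitochondrial phosphoenolpyruvate carboxykinase, by 1.25. VEGFA (0.57), a further ATF4 target, is also in the list of SMAD3 targets. Both medians lay above all 10000 random lists. The lists share 1 measured gene, SLC7A11, and 30 of the 135 genes that were more than 1.5-fold higher belonged to at least 1 of them. Each holds 5 genes of the heat map, and without these the medians were 0.55 and 0.52.
Among genes of metabolism, 4 of 19 cytosolic aminoacyl-tRNA synthetases were more than 1.5-fold higher and none was more than 1.5-fold lower, with GARS1 (0.63), the glycyl-tRNA synthetase gene, beside the 3 on the heat map, and the median was 0.30. Their 16 mitochondrial counterparts were all within 1.5-fold, with a median of 0.037. Of 19 genes of serine, glycine and one-carbon metabolism, PSAT1, PHGDH and MTHFD2 (0.60), a mitochondrial folate enzyme gene, were more than 1.5-fold higher, and the median was 0.12, at percentile 99.9 of the random lists. Without the genes of the heat map that median was 0.052, at percentile 87.6, and over the 9 of the remaining members whose mean over both arrays reached the median gene it was 0.24, at percentile 99.99. With the genes of the heat map kept, the 12 members that bright had 0.25, above all random lists. Of the 9, SHMT2 (0.47), MTHFD2 and CTH (0.39) are also ATF4 targets, so the lists are not independent. The rest of the 9 ranged from -0.056 (SHMT1) to 0.25 (MTHFD1L). Of 23 genes that make or use glutathione, GCLM, GCLC and CHAC1 (1.09), whose product degrades glutathione, were more than 1.5-fold higher and GPX1 (-0.69), a glutathione peroxidase gene, was more than 1.5-fold lower, with a median of 0.042, at percentile 78.0. Over the 17 members that bright this median was 0.15, at percentile 99.9, without the genes of the heat map it was -0.034, and with both choices it was 0.075, at percentile 91.7. GPX1 was within 1.5-fold as the mean of its probesets (-0.40), and so was MTHFD2 (0.56). All 26 genes of oxidative phosphorylation and all 29 of glycolysis and the HIF1A response were within 1.5-fold, with medians of 0.0090 and 0.041.

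**Figure D4:**
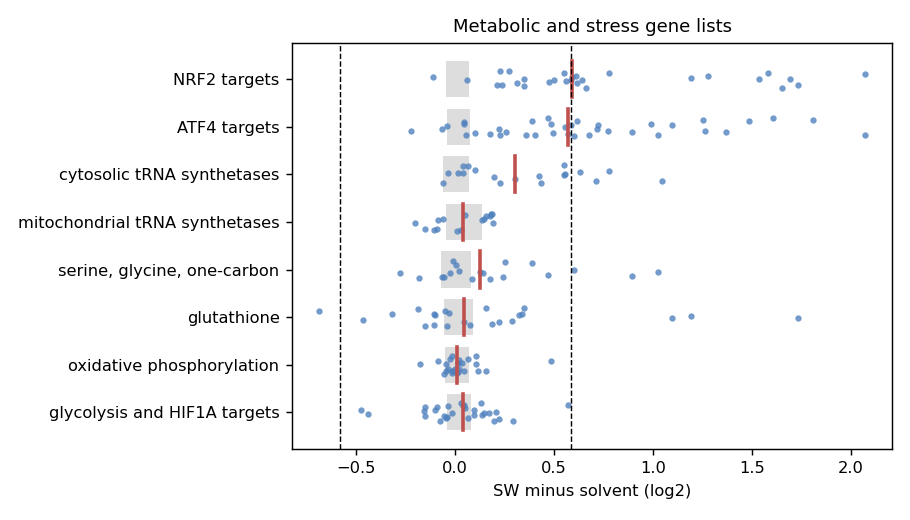
Difference between the SW and solvent arrays (log2) for the genes of 8 lists, with 1 blue point per gene, the list median as a red bar, the central 95% of the medians of 10000 matched random lists as a grey box and dashed lines at 1.5-fold. The medians of the NRF2 targets (0.59) and ATF4 targets (0.57) lie furthest to the right.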

Other pathways were also predicted to be affected by SW in the microarray analysis, such as metabolism and oxidative stress. Recent studies highlight the contributions of deregulated metabolism and oxidative stress to cancer cell invasiveness [46,47]. Whether SW could utilize these pathways to regulate cancer cell invasiveness deserve further investigation.

Together, we found SGR could promote cell adhesion possibly by increasing the size and strength of focal adhesions, and inhibit migration and invasion of HepG2, MDA-MB-231 and T24 cells. Repression of TGF-β1 signaling partially contributes to SW-induced migration inhibition. Although these results were obtained from a subset of cancer cell lines, the novel anticancer function of SGR may provide a possible molecular basis for its future clinical application in cancer treatment.

## Supporting Information

S1 Fig No metastatic foci was observed in liver of mice. Representative pictures of H&E stained liver tissues in PBS- and SW-treated group. Paraffin-embedded livers were sectioned at 30-mm intervals and ˃10 MDA-MB-231 cancer cells were identified as metastatic foci. Scale bar, 200 mm, magnification, ×10.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

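RNA from cells labelled HepG2 and treated with solvent or with SW was measured on 2 Affymetrix Human Gene 1.0 ST arrays, 1 per condition. The sample labels give a treatment of 24 h and an SW dose of 3.5 μg/μl, and the paper's methods give 1.5 μg/μl. The samples were assigned to solvent or SW by their labels, both doses were kept, and no value printed here depends on the dose. The authors processed the scanned arrays by RMA, in Affymetrix Expression Console according to the submitters' processing notes, and deposited log2 values for 33297 probesets. The version of that program is not given in the sources used here. RMA forces the arrays to a common distribution, so a change that moved most transcripts one way would not be seen in these log2 values.

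The deposited values were used without further normalization. Gene names were taken from the platform annotation of the probesets, and symbols were checked against the gene identifiers of GRCh38.p14, which changed none of them. Of the probesets, 19460 had 1 gene symbol, 1754 had several and were not named, and 12083 were not listed in that annotation and stay unnamed. Of the genes, 769 had several probesets, and the one with the highest mean over both arrays was used. No genome was used and no coordinates are given.

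A gene's difference is its log2 value with SW minus its log2 value with solvent, and genes past 1.5-fold, the fold threshold of the paper, are called higher or lower. The paper also names a P value threshold. With 1 array per condition there is no estimate of the spread between samples, so no p-value was computed and that threshold was not applied. The number of arrays limits the precision of every value.

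Before the data were examined, 41 gene lists were fixed from textbook knowledge of pathways, liver functions and cell types, beside the groups of Fig. 6A, and so were the alternatives and the rule for the genes that are named. That rule takes every gene the paper names for the array that could be given a value, the 12 largest increases and 12 largest decreases among genes whose higher value of the 2 arrays reaches a floor set at the median, and up to 4 members of each described list with the largest difference. The wording of that floor allowed the median of the higher values (7.03, 9209 genes) or of all values (6.94, 9422 genes). The first reading was fixed only after results under the second had been seen. It puts KLHL4 in place of INSL4 (-1.67) among the largest decreases and leaves the largest increases as they were. A floor on the higher value favours genes that differ. With a floor on the mean of both arrays (6.94, 9209 genes), chosen after the values were seen, CASP9, LXN and DEPDC7 would take the places of ACTC1, FAP and LINC00052. ALB, AFP, APOA1, VIM, KRT7, NMRAL2P, NQO1, STC2, PCK2, UGDH, ATF4, SLC1A5, TKT, HSPA5 and CALR, and the choice of lists described at the claims, were taken after their values were seen. For each list, the median difference was ranked among 10000 random lists with as many genes from each of 20 bins of mean expression. Genes of a pathway vary together, so a list can lie outside the random lists without any effect of treatment.

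The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. They were tested on simulated differences for 18417 genes of this comparison. All of 200 genes given a log2 change of 1 were counted in the right direction, 3% of 200 unshifted lists fell outside the central 95% of random lists, and all 50 lists of 25 genes shifted by 0.3 were found. A change of 1 lies well past the 1.5-fold threshold of 0.58, so the gene count checks the counting only. It does not show how small a change would be found.

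The alternatives were a 2-fold threshold, the floor on dim genes, centring of the differences on their median, removal of a loess trend with a span of 0.3, a second quantile normalization, the mean of a gene's probesets, counting of all probesets, random lists without matching, and lists without the genes of the heat map. The last was also combined with the floor, and both were repeated with the floor on the mean of both arrays, choices made after the values were seen. A value with no test was called moved when it shifted by more than 1 SD of the random list medians or, for a gene, of the differences in its expression bin.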

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

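The tests on the ID genes, the count of solvent arrays and the floor on the mean of both arrays were chosen after the results were seen, and those on the NRF2 and ATF4 lists were written after the medians of these lists were seen but before the test values. Lists and genes outside those the paper discusses are given here when the list median, without the genes of the heat map, lay outside the central 95% of matched random lists, or when a gene among the largest increases and decreases differed by more than 2-fold, a limit chosen after the values were seen. Of 41 lists, 17 lay outside, where independent random lists would give about 2.05. Median log2 differences were higher with SW for the ATF4 targets (0.52), the NRF2 targets (0.55), cholesterol synthesis and uptake (0.24), xenobiotic metabolism (0.23), the cytosolic aminoacyl-tRNA synthetases (0.21), autophagy and lysosome (0.10) and the ribosomal proteins (0.090). They were lower for the metallothioneins (-0.43), the SMAD3 targets (-0.20), the BMP targets (-0.19), mitosis (-0.16), the heat shock response (-0.16), breast and bladder epithelial markers (-0.16), mesenchymal genes (-0.11), actin and migration regulators (-0.10), core histones (-0.096) and the endoplasmic reticulum list (-0.089). The autophagy and lysosome list was inside the random lists after loess (percentile 97.2), and the ribosomal list when random lists were not matched (percentile 96.7). With a floor on the mean of both arrays, 11 mesenchymal genes were left with a median of -0.053, inside the random lists (percentile 5.69), 3 genes of xenobiotic metabolism with 0.58, 3 breast and bladder epithelial markers with -0.42, 4 BMP targets outside the heat map with -0.35 and 20 genes of the endoplasmic reticulum list with -0.13. The 0.58 of xenobiotic metabolism and the highest solvent value of that list (11.31) are the values of NQO1, an NRF2 target. The xenobiotic and NRF2 lists are therefore not independent. The endoplasmic reticulum list had -0.13 after loess and -0.14 after a second quantile normalization, and the actin and migration regulators had -0.14 and -0.14.

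Among the 12 largest increases, the genes that the paper does not name and that were higher with SW by more than 2-fold were GDF15 (2.26 on the log2 scale), AKR1C1 (1.69), AKR1C2 (1.65), TRIB3 (1.61), AKR1C3 (1.58), NUPR1 (1.48), SEL1L3 (1.45) and DDIT3 (1.37). Among the 12 largest decreases, those lower by more than 2-fold were UCA1 (-2.03), LINC00052 (-1.45), PALMD (-1.36), ACTC1 (-1.30), FAP (-1.26), TCP11L1 (-1.17), SLC12A3 (-1.14) and FAM86B2-DT (-1.12). A second, dimmer probeset of AKR1C1 differed by only 0.27, and the mean of the probesets of AKR1C1 was short of 2-fold.

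The NRF2 and ATF4 target lists had the largest positive medians. A trend with brightness left after RMA is argued against by the random lists, which were matched on mean expression. The upper limits of their central 95% were 0.071 for the NRF2 list and 0.073 for the ATF4 list, against list medians of 0.59 and 0.57. After a loess trend was removed the medians were 0.58 and 0.54, above all random lists, which adds little to that matching. The NRF2 list without SLC7A11 and the AKR1C genes had a median of 0.55 over 24 genes. The ATF4 list without SLC7A11 had 0.56 over 36 genes. Leaving out so few genes can hardly move a median, so nothing is concluded from these values about shared or near-identical genes. A difference between 2 single cultures or hybridizations that has nothing to do with SW cannot be told apart from an effect of SW, because there was 1 solvent array. An effect of SW on both gene programs stays open as a hypothesis that was not tested.

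The ID1, ID2 and ID3 genes were lower by far more than the SMAD3 targets. The tables argue against dimness of those targets as the reason, since the 24 SMAD3 targets at or above the median gene on the solvent array had a median of -0.22 and the lowest of them was at -0.60. From the array values, lower output of TGF-β1 and lower output of BMP cannot be told apart as reasons. The median was -0.20 over the 31 SMAD3 targets and -0.19 over the 15 BMP targets other than these ID genes, and with a floor on the mean of both arrays it was -0.22 over 24 and -0.35 over 4. SMAD7 (-0.40) is in both lists, and ATOH8 (-0.90), the lowest of those BMP targets, was below that floor. All of these lie above ID1 (-1.70), and how strongly each target responds to its pathway was not measured on the arrays. For the array values a difference between single cultures stays open here too. The paper reports RT-PCR values, which were not analysed here. In these, SW alone lowered all 3 ID genes in HepG2 cells and ID1 and ID2 in T24 cells. By the same account TGF-β1 raised all 3 in both cell lines. SW given with TGF-β1 countered most of the rises among the genes tested, but not that of ID1 in HepG2 cells. Their response to BMP was not tested.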

How the results depend on the processing

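The floor at the median of all values, the floor on the mean of both arrays, and either floor together with leaving out the genes of the heat map, were added after the data were seen, and the lists whose shifts are given singly were chosen after their medians were seen. No paired analysis was possible because each condition had 1 array, and no array could be left out for the same reason. The count of 135 higher and 79 lower genes stayed within 1.5 times under centring, loess, a second quantile normalization, the mean of probesets, the floor on dim genes (90 and 53) and the other reading of that floor (90 and 54). With the floor on the mean it was 79 and 45, 124 in all. At 2-fold it was 24 and 15, 39 in all, and over all probesets 444 and 379, 823 in all. Of the 12083 unnamed probesets 4.72% passed 1.5-fold, against 1.19% of those with 1 gene symbol. The unnamed probesets were dimmer, with a median of 5.17 against 6.92. Of 764 values for named genes under the alternatives, 759 moved by less than the spread of genes of like brightness. The exceptions were PSPH (0.46), AKR1C1 (0.98), GPX1 (-0.40), ATF4 (0.39) and SLC1A5 (0.49) under the mean of probesets. Of the named genes, GPX1, ATF4 and SLC1A5 (mean of probesets), MTHFD2 (mean of probesets and centring), UGDH (centring and quantile normalization) and CDT1 (centring, loess and quantile normalization) came within 1.5-fold, and SNAI2 and ITGB6 (centring) and TNS1, MT1F, KRT14 and ZMAT3 (centring, loess and quantile normalization) passed it. No median of a list outside the random lists changed sign. With the floor, medians were -0.69 for BMP targets, 0.60 for ATF4 targets, 0.25 for serine, glycine and one-carbon metabolism and 0.15 for glutathione genes, which moved to percentile 99.9. Without the genes of the heat map they were -0.19 for BMP targets, 0.55 for NRF2 targets, 0.52 for ATF4 targets, 0.21 for cytosolic aminoacyl-tRNA synthetases, -0.034 for glutathione genes and 0.052 for serine, glycine and one-carbon metabolism, which moved to percentile 87.6. With both choices they were -0.40 for BMP targets, 0.55 for NRF2 targets, 0.21 for the synthetases and 0.24 for serine, glycine and one-carbon metabolism. With the floor on the mean they were -0.47 for BMP targets, 0.25 for serine, glycine and one-carbon metabolism and 0.15 for glutathione genes (percentile 99.9), and with the genes of the heat map left out as well -0.35 for BMP targets, 0.56 for NRF2 targets, 0.21 for the synthetases and 0.24 for serine, glycine and one-carbon metabolism. A second quantile normalization gave -0.24 for SMAD3 targets, and the mean of probesets gave 0.49 for ATF4 targets. The cause of these shifts was not tested. Over all lists, 248 of 301 medians were unmoved and 332 of 342 percentiles stayed on their side of the limits. Signal over background limits the dim genes, and none of the values has a replicate.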

Differences from the paper's values

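The paper reports 118 genes with more than 1.5-fold change, and 214 were counted here at that fold threshold. The paper also names a P value threshold, which was not applied here. Of the alternatives set before the data were examined, the floor on dim genes, in the one of its 2 readings that was fixed after results under the other had been seen, gave 143, which is within 1.5 times the paper's count and leaves out 2 of the 21 measured genes of the heat map, CRYAB and MAP2. The other alternatives did not come within it, with 220 after centring, 215 after loess, 213 after a second quantile normalization, 206 with the mean of a gene's probesets, 39 at 2-fold and 823 over all probesets. The other reading, the floor at the median of all values, gave 144, and the floor on the mean of both arrays, chosen after the values were seen, gave 124. Each leaves out the same 2 genes.

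The color bar of Fig. 6A ends at about 1.2-fold versus the mean in Fig. 6A, read by eye, and its legend does not say whether its ends are the largest values. The largest value here was that of ID2, 2.42-fold from the geometric mean of its 2 arrays, or 1.15 times the mean when the log2 values themselves are divided.

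The colors of Fig. 6A, read by eye, run in the direction of the values here for the 20 of 21 measured genes that passed 1.5-fold (12 higher and 8 lower). PSPH, which the paper shows among the differentially expressed genes, was 1.13-fold higher here. Its other probeset was 1.67-fold higher, and the mean of both gave 0.46 on the log2 scale, short of the 1.5-fold threshold of 0.58. TGFBR1 was 1.70-fold lower on the SW array labelled HepG2. The paper's RT-PCR account names NTS, ID1, ID2 and ID3 as lowered by SW alone in HepG2 cells, and TGFBR1 only in T24 cells.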

Other observations

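All tests on the hepatocyte genes, the tests of the whole endoplasmic reticulum list and of its dimmer and brighter members, the values at the brightness of HSPA5 and the floor on the mean of both arrays, were chosen after the values were seen. Genes of cholesterol synthesis and uptake were slightly higher with SW as a group. Of 19, INSIG1 (0.67 on the log2 scale), a regulator gene of sterol synthesis, and MSMO1 (0.64), a sterol oxidase gene, were more than 1.5-fold higher, and 18 were above their solvent value, among them SQLE (0.54) and HMGCS1 (0.50). None of 29 mitotic genes passed 1.5-fold, and 24 were below their solvent value, with DLGAP5 at -0.38 and AURKA at -0.38. Of 8 metallothionein genes, which have near-identical sequences, MT1H (-0.62) was more than 1.5-fold lower and MT1F differed by -0.58, which passed 1.5-fold after centring (-0.60), loess (-0.59) and a second quantile normalization (-0.59). Of 15 heat shock genes, CRYAB was the only one more than 1.5-fold lower, and HSPA6 and HSPB1 differed by -0.55 and -0.54.

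None of 31 integrin and focal adhesion genes passed 1.5-fold in the values as deposited, TNS1 (-0.58) did after centring (-0.60), loess (-0.62) and a second quantile normalization (-0.62), and their median difference was -0.021, at percentile 10.3 of the random lists. VCL, which encodes vinculin, differed by 0.012, PTK2, which encodes FAK, by -0.050, SRC by 0.11 and PTPN11, which encodes Shp-2, by -0.11. These are RNA levels from samples labelled 24 h. They do not test where vinculin protein lies, which the paper stained soon after SW was added. Nor do they test the activity of the FAK-Src pathway, which the paper proposes might be impaired. None of 30 actin and migration regulators passed 1.5-fold either, and 24 were below their solvent value. Of 16 epithelial junction genes, CLDN1 (0.88), a tight junction claudin gene, was more than 1.5-fold higher, and of 18 mesenchymal genes, FAP and PDGFRB (-0.72), a growth factor receptor gene, were more than 1.5-fold lower, and SNAI2 after centring as well. In the p53 list, GDF15 and SESN2 (0.99) were the only ones of 22 genes more than 1.5-fold higher, and both respond to other stresses as well. GAPDH differed by 0.030. The 23 lists inside the central 95% of random lists when the genes of the heat map are kept, which include fatty acid metabolism, bile acid synthesis, the interferon and acute phase responses, matrix proteases, the proteasome, DNA replication, iron handling, immediate early genes, housekeeping genes and the fibroblast, endothelium and leukocyte markers, had medians from -0.029 to 0.092. With the floor on the mean of both arrays, 3 of them lay outside, the glutathione genes (percentile 99.9), fatty acid synthesis (0.12 over 15 genes, percentile 98.2) and the immediate early genes (0.17 over 10 genes, percentile 99.0). The fibroblast markers lay outside only with the floor on the higher value (-0.72 over 3 genes, percentile 0.06), which kept FAP and PDGFRB through their solvent value.

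As a hypothesis, the higher ATF4 targets might belong to an unfolded protein response, which also raises the chaperones of the endoplasmic reticulum. Of 21 genes of that list, HERPUD1 (0.63) was the only one more than 1.5-fold higher, XBP1 and DNAJB9 differed by 0.42 and 0.39, CRELD2 by -0.56 and the chaperone genes HSPA5 and CALR by -0.33 and -0.35, and the list median lay at percentile 0.31 of the random lists, which argues against a response over the whole list. The 10 dimmer members had a median of -0.047, at percentile 6.73. Saturated probesets that hid a higher level of the chaperones are argued against, since the 11 brighter members had a median of -0.17, at percentile 0.04 of random lists of like brightness, and saturation gives no lower level. Of the 2567 genes at least as bright as the median of that list on the solvent array (9.45), 15 were more than 1.5-fold higher. Of the 308 at least as bright as HSPA5 (11.29), NQO1 (0.58) and TKT (0.50) were the most increased, both short of 1.5-fold.

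The genes that hepatocytes secrete were dim on both arrays labelled HepG2. The tables argue against a failed hybridization or wrong gene names, since 25 of 26 ribosomal protein genes reached the median gene on the solvent array. RNA from cells of a line other than HepG2 and HepG2 cells that had lost hepatocyte expression were not told apart here. The list median of 4.60 could follow from either, and no genotype and no other HepG2 array was analysed. Other genes on the arrays that might bear on the identity of the cells were not tested for this.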
